A study of Mus musculus with 16 samples. Its data were reported in "Comprehensive Analysis of PPARα-Dependent Regulation of Hepatic Lipid Metabolism by Expression Profiling" (2007).

How the data were processed

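Liver RNA of 16 mice was hybridized to Affymetrix mouse genome 430 2.0 arrays, 1 colour and 1 array per mouse, with no pooling. The groups were wild type and PPARα-null, each on control food or on food with 0.1% Wy14643 (by weight) for 5 days, and each held 4 mice. The authors deposited 1 intensity per probe set and array, made with GCRMA 2.20 according to the submitters' processing notes. GCRMA adjusts the background with probe sequence, normalizes quantiles between arrays and summarizes the probes of a set. It gives log2 values, but the deposited intensities were all positive with medians of 4.43 to 4.72 and highest values of 18107 to 22364 per array, which is a linear scale. The scale is inferred from these values, and the plan had assumed log2. The log2 was therefore taken, with no offset. Because the normalization evens out the distribution of all arrays, a change shared by most genes would not be seen, and dim values depend on the background step. The labels give a labelling protocol and RNA amount that differ from the paper's, and the values cannot show which was used.

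The table held 45101 probe sets with 0 missing values. The 64 control probe sets were left out and 45037 were tested. The annotation named 1 gene for 34945 probe sets, several for 932 and none for 9160. The last are unnamed here, which does not mean that they match no gene. Of the single-gene probe sets 34754 matched the gene table by gene identifier, and 0 symbols were updated. For gene lists and named genes, each of 18193 genes was represented by its probe set with the highest mean log2 value over the 16 arrays. More than 1 probe set was available for 9010 genes. Ucp2 had no probe set with that gene listed. No genome coordinates are used.

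Each probe set was fitted with limma 3.58.1 in R 4.3.3 with 1 mean per group over all 16 arrays, followed by empirical Bayes moderation. The comparisons were wild type against knockout on Wy14643, Wy14643 against control food in each genotype, wild type against knockout on control food, and the difference of the 2 responses (interaction). All log2 differences are given as the first group minus the second. P-values were adjusted by Benjamini-Hochberg over all probe sets, and a probe set was called at adjusted p under 0.01 and a fold over 1.5. All tests were two-sided. Genes were named by a rule fixed before the data were examined. It took called genes whose groups did not overlap and whose higher group mean was at least 6 (log2). From these came the 10 largest increases and 8 largest decreases for the first comparison and for the wild-type response, 6 each for the other simple comparisons and 5 each for the interaction. Groups of 4 and 4 separate without overlap in 2.86% of random orders. Where a group mean of a named gene lay at or below the highest array median, its difference between 2 groups is given as a bound against that median ("at least"). Ppara, the 8 genes the study followed up and those it names in its text were always reported. For each gene list, up to 4 called members with the largest change were named, or 2 where none was called.

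The 37 gene lists, with 868 entries, were fixed before the data were examined, from textbook knowledge and the text of the study. They cover fatty acid and lipid metabolism, cholesterol and bile acids, plasma proteins, amino acid, glucose and xenobiotic metabolism, oxidative phosphorylation, stress responses, cell cycle, circadian clock, ribosomal proteins, and markers of 9 other cell types. Lists were tested with limma's camera at a preset correlation of 0.01, on 1 probe set per gene, and passed at an adjusted p under 0.05 over the 36 lists with enough members. The test asks whether a list's members stand apart from other genes. It was repeated with a correlation estimated per list from the arrays. Such values can be much larger, and calls that this ended are given with that p. Member counts were also taken adjusted over the list alone. Single values per array, as for clock genes and cell markers, were compared by exact permutation of the arrays.

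The fit was tested on simulated data with the real means and spreads of 45037 probe sets. In the comparison of genotypes on Wy14643, 62% of 50 probe sets changed 1.8-fold were called, 78% at 2-fold, 94% at 3-fold and 98% at 4-fold, with 2 false calls. The wild-type response gave 58%, 78%, 92% and 100% with 1 false call, and the interaction 38%, 54%, 86% and 92% with 2. In the knockout response and in the comparison on control food nothing was changed and 0 probe sets were called. A list of 28 genes shifted 1.5-fold was found by camera in the 3 comparisons that held it, each with 1 other list called, and 0 lists were called in the other 2.

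The alternatives were a filter on mean log2 values above 4 or above 6, centring each array on its median, quantile normalization, array weights, a trend with robust moderation, only the arrays of the groups compared, and replicate number as a block. Further ones were other thresholds, treat, a q-value, fry, the mean of all probe sets of a gene, and leaving out each array in turn. All were fixed before the data were examined. Statmod 1.5.0 served the robust fit, and figures were drawn with matplotlib 3.10.9 in Python 3.11.15.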

Results

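Liver RNA of 16 male mice, aged 3 to 5 months, was measured with 1 array per mouse on the Affymetrix mouse genome 430 2.0 array. The mice formed 4 groups of 4, wild-type or PPARα-null (knockout), fed for 5 days either control food or food with 0.1% Wy14643, a synthetic PPARα agonist. The groups are called wild type or knockout, on Wy14643 or on control food. The median intensity per array lay between 4.43 and 4.72, the mean between 128 and 132, and the highest between 18107 and 22364. Of 45037 probe sets, 12877 had a mean log2 value above 4, so most lay in a dim range where a fold depends on the background correction. Pearson's r across probe sets was 0.987 to 0.995 between arrays of a group. Arrays of wild type on Wy14643 reached 0.961 to 0.971 with those of the other 3 groups, which gave 0.985 to 0.993 among themselves. The first principal component held 69.5% of the variance and parted wild type on Wy14643 from the rest, and the second held 7.3%. The replicates are separate animals, and 4 arrays per group limit the precision of each difference. Wild-type mice were of the substrain 129S1/SvImJ and knockout mice of 129S4/SvJae, so a difference between genotypes holds that of the substrains too. Each response to Wy14643 was measured within 1 substrain.

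**Figure D1:**
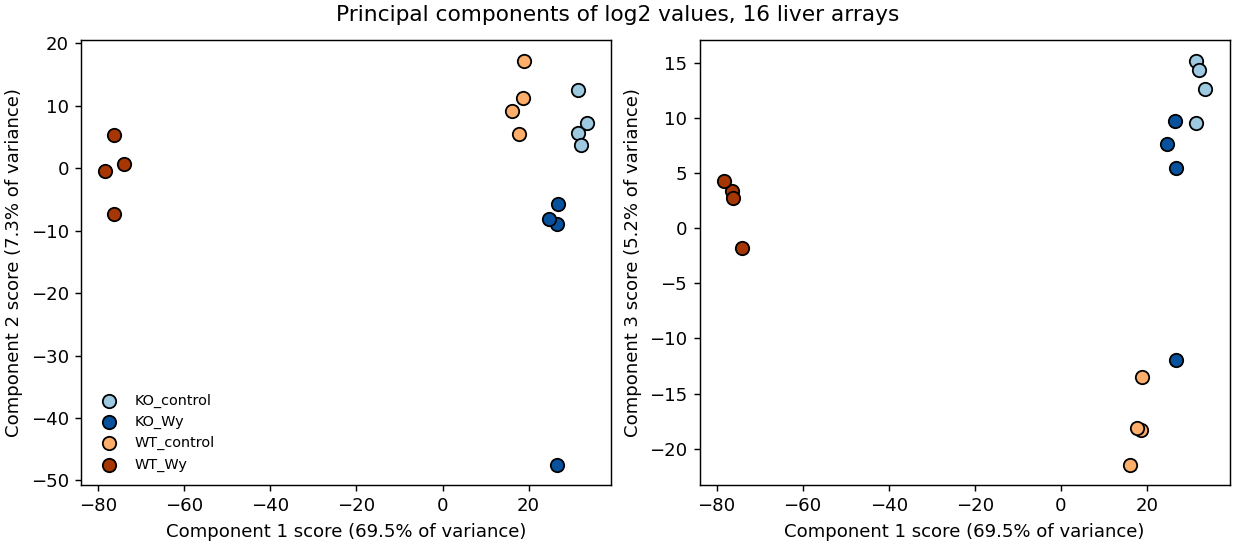
First principal component (horizontal, 69.5% of the variance) against the second (vertical, 7.3%) of the log2 values of the 16 arrays, over 12877 probe sets with a mean above 4. Each point is 1 array, coloured by group, and wild type on Wy14643 lies apart from the other 3 groups along the first component.

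Ppara, which encodes the targeted receptor, had 3 probe sets, each lower in knockout than in wild type on Wy14643. The brightest of them had a mean log2 value of 10.78 in wild type and 9.63 in knockout on Wy14643, and 9.92 and 9.29 on control food (n = 4 each). On Wy14643, wild type exceeded knockout by 1.15 ± 0.17 (log2 ± SE) in the brightest, by 1.43 ± 0.13 in the second probe set and 4.59-fold in the third (SE 0.18 on the log2 scale). No array of 1 group overlapped the other in any of the 3. On control food the latter probe sets passed the test as well, with 1.38 and 1.59, whereas the brightest gave 0.63 with adjusted p = 0.140. In wild type, Wy14643 raised the 3 by 0.86, 0.68 and 0.80. In knockout no Ppara probe set passed, but the second gave 0.62 with no overlap of the arrays (adjusted p = 0.0922), close to its 0.68 in wild type (interaction 0.05). The third lost its call in the wild-type response in 2 of 8 refits without 1 array. Signal remained in every knockout array, and the files do not place the probes relative to the disrupted part of the gene, so Ppara is a weak check of the labels.

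Vnn1, a pantetheinase, was at least 797-fold higher in wild type than in knockout liver when both received Wy14643, the comparison that asks which expression depends on PPARα under its agonist. It averaged 11.88 in wild type and 2.03 in knockout (log2, n = 4 each), and the bound is taken against the highest array median, 2.24. The cytochromes Cyp4a31 and Cyp4a14, ω-hydroxylases of fatty acids, were higher by 9.53 ± 0.21 and 8.88 ± 0.84 (log2 ± SE). Cyp4a14 varied between the knockout arrays on Wy14643 (mean 4.22, SD 2.07), so its size depends on single arrays. Cox6b2, a cytochrome c oxidase subunit known from testis, was higher by 8.19 ± 0.20, the fatty acid binding protein Fabp3 by 8.07 ± 0.17, and the fatty acid transporter Slc27a1 by at least 7.25, Mogat1, a monoacylglycerol acyltransferase, by at least 6.78, Rad51b, of DNA repair, by at least 6.75, Bhlhb9 by at least 6.41 and the zinc transporter Slc39a5 by at least 5.88. The largest decrease was that of the steroid dehydrogenase Hsd3b5, at -7.72 ± 0.47. Its replicate 3 of wild type on Wy14643 lay at 6.13 and the next highest array of that group at 3.28. Each size given for Hsd3b5 uses that replicate. Meg3, an imprinted long non-coding RNA, followed with -6.39, and Cyp2c54 with -5.76. The organic anion transporters Slc22a7 and Slco1a4 were lower, at -5.66 and -5.35, as were Cyp4f14 and Rdh16f2, at -5.45 and -5.06, and Fam47e, at least 15.4-fold.

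**Figure D2:**
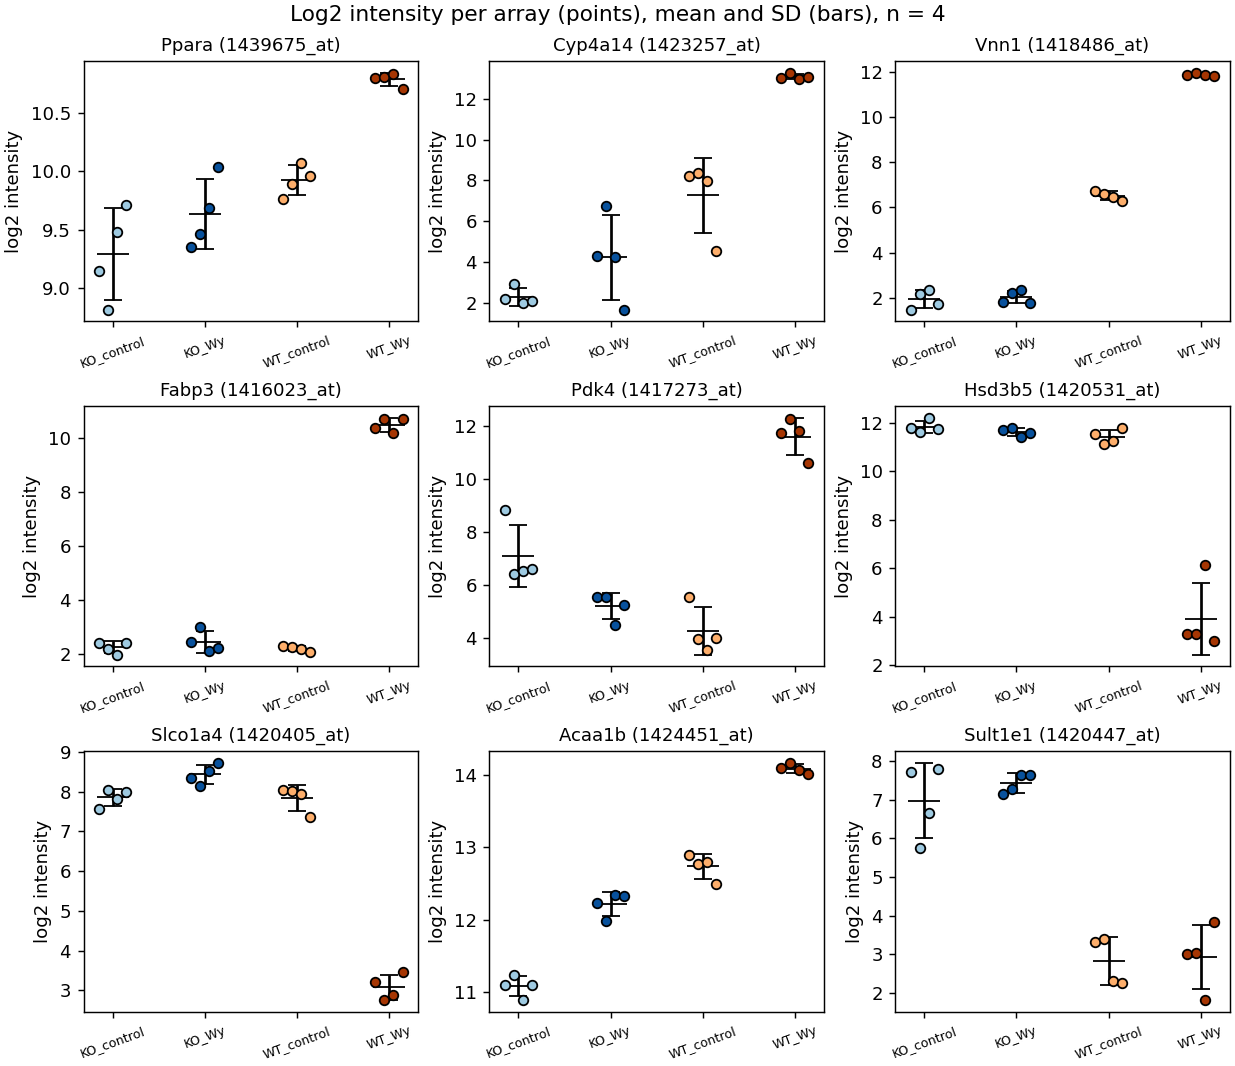
Log2 value per array (vertical axis) of 9 named genes, 1 panel each, in the 4 groups, with bars for the mean and SD of 4 arrays. Vnn1 lay near 11.9 in wild type on Wy14643 and near 2.03 in knockout on Wy14643.

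Fatty acid oxidation genes were higher in wild type than in knockout on Wy14643. In the peroxisomal list 17 of 22 measured genes were higher in wild type and 0 lower, with a median log2 difference of 1.84 (adjusted p = 4.98e-19). Examples were the peroxisomal transporter Abcd2 (at least 5.81), the acyl-CoA thioesterases Acot3 (5.90) and Acot4 (3.69), and the reductase Decr2 (4.15). In the mitochondrial list 23 of 28 were higher and 1 lower, with a median of 1.58 (adjusted p = 7.71e-25), among them the carnitine transporter Slc22a5 (4.96), carnitine acetyltransferase Crat (4.43) and the carnitine carrier Slc25a20 (3.32). Of 21 peroxisome biogenesis genes 8 were higher and 3 lower (adjusted p = 3.60e-04), with Pex11a at 3.61. Microsomal fatty acid oxidation genes went both ways, 5 up and 3 down of 11, and the list did not pass (adjusted p = 0.0733). Of the 2 measured ketone body genes Acat1 was higher by 0.85 and Bdh1 was not called.

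Fatty acid uptake genes were higher in 13 of 20 and lower in 3 (adjusted p = 9.89e-09), with Fabp4 at 6.57 and the fatty acid translocase Cd36 at 4.75. Of 16 triglyceride synthesis genes 9 were higher (adjusted p = 1.38e-07), among them Lpin2 (1.45) and Gpat3 (1.32). Of 22 genes of triglyceride hydrolysis and lipid droplets 15 were higher and 1 lower (adjusted p = 2.07e-09), with the droplet proteins Cidec (at least 6.41), Plin5 (6.38), Fitm1 (at least 5.38) and Cidea (at least 5.15). Glycerol metabolism genes were higher in 3 of 5 (adjusted p = 1.76e-04), with the glycerol channel Aqp3 higher by at least 3.23. Fatty acid synthesis genes were higher in 13 of 28 and lower in 3 (adjusted p = 6.27e-06), but adjusted p = 0.0744 with an estimated correlation. Acacb (3.15) and the desaturase Scd1 (2.95) were higher there, and Thrsp lower (-3.16). In a list of uncoupling and other PPAR-linked genes 12 of 22 were higher and 1 lower, 13 and 1 adjusted over the list alone (adjusted p = 1.47e-08). Pdk4, which restrains pyruvate dehydrogenase, gave 6.39 and the hormone Fgf21 at least 3.74. Lipoprotein genes went both ways, 6 up and 5 down of 25 (adjusted p = 0.208), with Lpl at 5.81 and Apoa4 at -4.49.

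The 8 genes that the study followed up were chosen partly on these samples, so their direction here is not independent evidence. In the same comparison 7 of the 8 were higher in wild type, and 7 adjusted over the list alone. The lipases Pnpla2 (3.08), Mgll (3.00), Lipg (2.67) and Lipe (1.96), the phosphatidylcholine transfer protein Pctp (2.30), and the electron transfer flavoprotein genes Etfdh (1.96) and Etfb (1.31) were the 7. Txnip was not called, with -0.42 ± 0.23 (adjusted p = 0.246) for the brighter and -0.07 for its other probe set. Against wild type on control food 6 of the 8 rose, 7 adjusted over the list alone. The member that differed was Lipg, at 2.05 with adjusted p = 0.0316, and Txnip gave -0.50. In the interaction by limma 5 of the 8 passed upward, 5 adjusted over the list alone. Lipg (0.68, adjusted p = 0.740), Etfb (0.39, adjusted p = 0.0358) and Txnip (-0.67, adjusted p = 0.244) were not called there. On control food 2 of the 8, Etfb (0.92) and Etfdh (0.96), were already higher in wild type than in knockout. Of 11 measured genes named in the study text, also no independent evidence, 10 were higher, among them Lepr (at least 3.65), Acot2 (3.25), Vldlr (2.57), Me1 (2.49), G0s2 (1.69), Chpt1 (1.35), Gpam (0.82) and Abcg8 (0.66). Abcg5 gave 0.31 (adjusted p = 0.239). Against wild type on control food 8 of the 11 rose, 9 adjusted over the list alone. In the interaction 6 of the 11 passed upward, 7 up and 1 down adjusted over the list alone. On control food 3 of the 11 were already higher in wild type than in knockout, 4 adjusted over the list alone. Among them was Abcg8 (1.18), whose wild-type response was -0.21. Between the genotypes on Wy14643, Lipg, G0s2 and Abcg8 lost their calls in 5, 6 and 6 of 8 refits that left out 1 array. Their differences ranged over 2.00 to 3.08, 1.53 to 2.11 and 0.55 to 0.75 in these refits.

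Outside lipid metabolism, complement and coagulation genes were lower in wild type than in knockout on Wy14643 in 25 of 31 (median -1.16, adjusted p = 6.41e-30). Acute phase genes were lower in 19 of 32 and higher in 4, 20 and 4 adjusted over the list alone (adjusted p = 1.70e-08), with Saa1 at -4.39, and xenobiotic metabolism genes lower in 29 of 53 and higher in 7 (adjusted p = 1.86e-10), with Cyp2c50 at -3.76. Cell cycle genes were higher in 25 of 49 and lower in 1, 26 and 2 adjusted over the list alone (adjusted p = 1.09e-11), with Mcm5 at 4.43 and the spindle checkpoint gene Mad2l1 at 3.60. Markers of other liver cells moved with these groups. Kupffer cell markers were lower in 10 of 15, 11 adjusted over the list alone (median -0.90, adjusted p = 9.96e-07, and adjusted p = 0.0914 with an estimated correlation), with Mpeg1 at -1.36. Stellate cell markers were lower in 7 of 15 (adjusted p = 0.00276).

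The comparison of the genotypes on Wy14643 called 4991 probe sets by limma at adjusted p under 0.01 and a fold over 1.5, 2779 higher and 2212 lower in wild type. With each gene represented by its brightest probe set, 1478 genes were called higher and 1298 lower. Over all probe sets, 4 genes were called in both directions through different probe sets. Differences beyond 4-fold were found in 507 probe sets upward and 246 downward. Of 36 gene lists tested, 25 passed camera, 16 up and 9 down, and 19 of the 25 also passed with an estimated correlation. Counts adjusted over the list alone equalled those over all probe sets in 31 of 37 lists. Treat gave 1856 and means above 6 gave 2515. The array medians were 2.15 to 2.24 (log2), and differences of genes with a group mean in or below this range, given as "at least", depend on the background step and have no order.

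In wild-type liver, 5 days of Wy14643 raised Fabp3 at least 307-fold over control food, from a mean of 2.19 to 10.50 (log2, n = 4 per group, the bound against the highest array median). This comparison gives the response of liver with the receptor. Cyp4a31 rose by 8.29 ± 0.21 (log2 ± SE), Acot3 by 8.15 ± 0.27, Pdk4 by 7.34 ± 0.51, Slc27a1 by at least 7.25 and Mogat1 by at least 6.78. The laminin subunit Lamb3 rose by 6.71, Fabp4 by 6.55, Bhlhb9 by at least 6.41 and Slc39a5 by at least 5.88. Hsd3b5 fell most, with -7.52 ± 0.47, ahead of Cyp2c54 (-5.44), Cyp4f14 (-5.36), Slc22a7 (-5.36) and Serpina4-ps1 (-5.35). Sdr9c7, the aldehyde oxidase Aox3 and Slco1a4 gave -4.99, -4.80 and -4.76.

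In wild-type liver on Wy14643, in the complement and coagulation list, 25 of 31 genes fell and 0 rose (median -1.20, adjusted p = 3.24e-31), among them the terminal complement components C8b (-3.46) and C8a (-3.26), the protease C1s1 (-3.13) and coagulation factor F11 (-2.99). Of 32 acute phase genes 21 fell and 5 rose (adjusted p = 4.41e-09), with serum amyloid Saa1 at -4.27 and the metallothioneins Mt1 and Mt2 at 4.76 and 4.51. Amino acid catabolism and urea cycle genes fell in 18 of 38 and rose in 1, 20 and 1 adjusted over the list alone (adjusted p = 5.72e-10), with Hal (-2.74), Prodh (-2.43) and Otc (-2.35). Xenobiotic metabolism genes fell in 28 of 53 and rose in 5 (adjusted p = 1.37e-09), with Cyp2c70 (-3.73) and Sult1a1 (-3.27). In bile acid synthesis and transport 12 of 25 fell and 4 rose (adjusted p = 0.00127). The transporter Slco1a1 gave -3.76, the reductase Akr1d1 -2.85 and the efflux pump Abcc4 4.77. Protein targeting to the endoplasmic reticulum fell in 7 of 28 and rose in 1 (adjusted p = 5.58e-05), with Tram1 at -1.20, and gave adjusted p = 0.170 with an estimated correlation. Unfolded protein response genes fell in 11 of 30 and rose in 3, 11 and 4 adjusted over the list alone (adjusted p = 0.0177, and adjusted p = 0.360 with an estimated correlation), with Sdf2l1 at -2.37 and the heat shock gene Hspa1b at 2.93.

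Cell cycle genes rose in 27 of 49 and fell in 1, 29 and 1 adjusted over the list alone (median 0.83, adjusted p = 4.77e-14). They included the replication helicase subunits Mcm5 (4.64), Mcm6 (at least 4.23) and Mcm2 (at least 3.20) and cyclin Ccnb2 (at least 3.07). Oxidative phosphorylation genes rose in 3 of 40 and fell in 0 (adjusted p = 5.04e-09), with cytochrome c (Cycs) at 0.80 and a list median of 0.25. Oxidative stress genes rose in 5 of 20 and fell in 3 (adjusted p = 0.00207). Cholesterol synthesis genes rose in 4 of 20 and the list did not pass (adjusted p = 0.0680), with Hmgcs1 at 1.92. Glucose metabolism genes rose in 4 and fell in 6 of 26 (adjusted p = 0.629), with pyruvate kinase Pklr at -3.87. Lipoprotein genes passed downward (adjusted p = 0.0406, and adjusted p = 0.0605 with an estimated correlation) with a median of -0.26, whereas their mean was 0.12. Of 24 ribosomal protein genes 1 rose, Rpl14 by 0.88 (list adjusted p = 0.0449, and adjusted p = 0.520 with an estimated correlation).

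Peroxisomal and mitochondrial oxidation genes and lipid droplet genes rose in the response too. Microsomal oxidation genes went both ways, 3 up and 3 down of 11, and the list did not pass (adjusted p = 0.143). Peroxisomal oxidation genes rose in 17 of 22 (adjusted p = 4.53e-18), with the bifunctional enzyme Ehhadh at 3.34, and mitochondrial oxidation genes in 23 of 28 with 1 falling (adjusted p = 1.37e-21), with Eci1 at 2.10. Fatty acid synthesis genes rose in 11 of 28 and fell in 3, 12 and 5 adjusted over the list alone (adjusted p = 4.51e-04, and adjusted p = 0.146 with an estimated correlation), and their median of 0.18 lay below the 0.76 between the genotypes. Genes of triglyceride hydrolysis and lipid droplets rose in 14 of 22 and fell in 2 (adjusted p = 1.90e-08). Markers of other liver cells shifted with the same groups. Kupffer cell markers fell in 11 of 15 (median -0.83, adjusted p = 7.88e-07), among them Clec4f (-1.04), Adgre1 (-0.96) and Vsig4 (-0.94), although adjusted p = 0.0884 with an estimated correlation. Stellate cell markers fell in 6 of 15, 7 adjusted over the list alone (adjusted p = 0.0103, and adjusted p = 0.0782 with an estimated correlation), with Pdgfrb at -1.11. Endothelial markers fell in 3 of 15 and rose in 1 (adjusted p = 0.0400, and adjusted p = 0.112 with an estimated correlation).

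**Figure D3:**
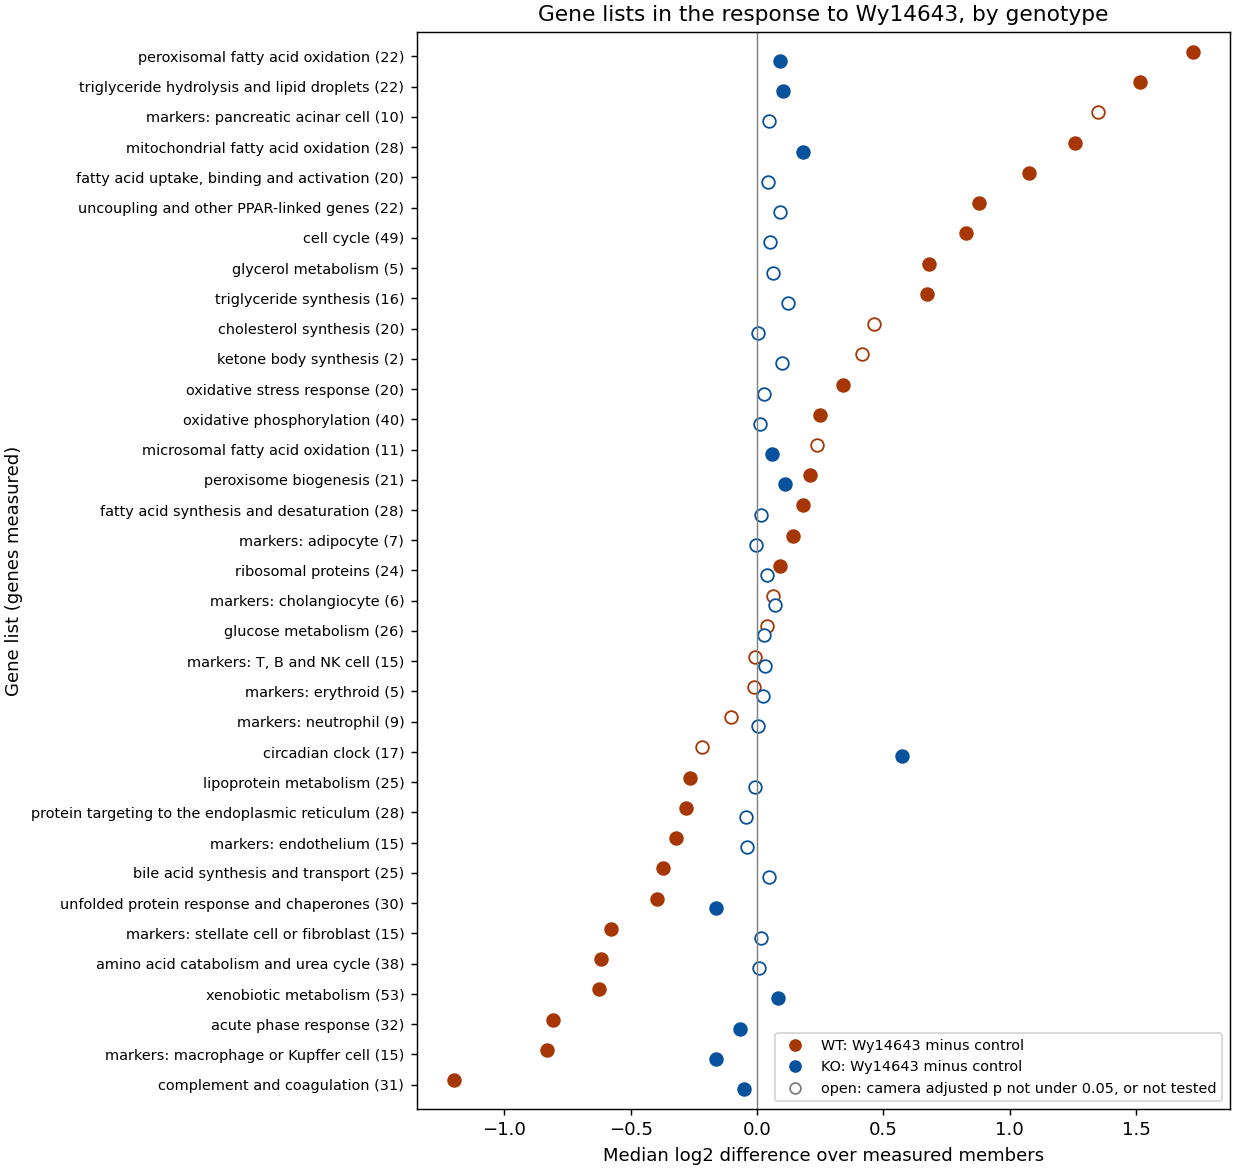
Median log2 difference of the members of each gene list (horizontal axis) in the response to Wy14643 of wild type (red) and knockout (blue), 1 line per list, filled where camera with the preset correlation gave an adjusted p under 0.05. Complement and coagulation had a median of -1.20 in the wild-type response and mitochondrial fatty acid oxidation one of 1.26.

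Wy14643 changed 4801 probe sets in wild type by limma, 2630 up and 2171 down. With each gene represented by its brightest probe set, 1405 genes rose and 1226 fell. Over all probe sets, 3 genes were called in both directions. Of the 36 lists 27 passed camera, 16 up and 11 down, and 18 held with an estimated correlation. Adjusted over the list alone, the counts were the same in 28 of 37 lists. Of the probe sets higher in wild type than in knockout on Wy14643, 2253 (81.1%) were also higher than in wild type on control food, and of those lower 1681 (76.0%) were also lower. Independent lists of these sizes would share 162 and 107. Both comparisons use the same 4 arrays of wild type on Wy14643. Simulated unchanged groups with these arrays shared gave 0 in both over 20 draws, at a mean r of 0.50. The 0 cannot show what the shared arrays add, since unchanged groups leave few or no calls to share. No observed r was set beside the 0.50. With the 4 arrays split 2 and 2 between the comparisons, in 6 ways, 1689 to 1760 were higher and 1276 to 1290 lower in both.

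In knockout liver, fatty acid oxidation genes were among the few that rose on Wy14643. Aldh3a2, a fatty aldehyde dehydrogenase, rose 2.24-fold (log2 1.16 ± 0.16, SE, n = 4 per group, adjusted p = 0.00805). The peroxisomal thiolase Acaa1b rose by 1.14 ± 0.11 (adjusted p = 2.95e-04), the isomerase Ech1 1.72-fold (0.78 ± 0.09, adjusted p = 0.00121) and the acyl-CoA dehydrogenase Acadl 1.58-fold (0.66 ± 0.09, adjusted p = 0.00805). The circadian repressor Ciart, chosen after its values were seen, rose by 3.16 ± 0.31 (adjusted p = 2.95e-04), and the remaining call was a probe set naming 2 genes. By limma 6 probe sets were higher and 0 lower, and 4154 had an unadjusted p under 0.05. With only the arrays of these groups, or with treat, 1 probe set was called, with trend and robust moderation 20, and at adjusted p under 0.05 28. Leaving out replicate 1 on Wy14643 or replicate 3 on control food left 2 calls, and leaving out replicate 2 on Wy14643 gave 11, and Acadl, Aldh3a2 and Ech1 lost their calls in 7, 6 and 2 of 8 such refits, and Acaa1b in 0.

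Several lists shifted slightly in knockout. Mitochondrial fatty acid oxidation had a median of 0.18 with 1 member called, 3 adjusted over the list alone (adjusted p = 6.89e-09), and peroxisomal oxidation one of 0.09 with 2 called, 4 adjusted over the list alone (adjusted p = 0.00123). With peroxisome biogenesis (adjusted p = 0.00503), triglyceride hydrolysis (0 called, 2 adjusted over the list alone, adjusted p = 0.00503) and the study genes (0 called, 1 adjusted over the list alone, adjusted p = 0.00123, no independent evidence) these were the 5 of 13 lists that held with an estimated correlation. Microsomal oxidation passed with Aldh3a2 as its called member (adjusted p = 0.0103, and adjusted p = 0.0856 with an estimated correlation). The circadian list passed upward with 1 called, but 7 up and 4 down adjusted over the list alone (adjusted p = 0.00720, and adjusted p = 0.155 with an estimated correlation). Kupffer cell markers had a median of -0.16 with 0 called (adjusted p = 0.00720, and adjusted p = 0.484 with an estimated correlation). Adjusted over the list alone, 29 of 37 lists kept their count.

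The difference of the 2 responses, tested as an interaction, was 9.22 ± 0.73 (log2 ± SE) for Pdk4. Its response was 7.34 in wild type, and -1.88 in knockout with adjusted p = 0.223. Lamb3 gave 7.15. Fabp3, Cyp4a31 and Slc27a1 passed upward and Fam47e downward, each with a group mean at or below the highest array median. Their differences depend on the background step and are not read as sizes. Hsd3b5 (-7.30 ± 0.66), Cyp2c54 (-5.69), Cyp4f14 (-5.36) and Slco1a4 (-5.33) were negative. Peroxisomal oxidation genes differed upward in 15 of 22 (adjusted p = 6.29e-18) and mitochondrial ones in 17 of 28 with 1 downward (adjusted p = 1.03e-19). Complement and coagulation genes differed downward in 25 of 31, 26 adjusted over the list alone (adjusted p = 2.07e-32), and cell cycle genes upward in 17 of 49 with 1 downward, 19 and 1 adjusted over the list alone (adjusted p = 9.46e-12). Kupffer cell markers differed downward in 5 of 15, 6 adjusted over the list alone (median -0.60, adjusted p = 2.20e-04, and adjusted p = 0.193 with an estimated correlation), and stellate cell markers in 5 of 15, 7 adjusted over the list alone (adjusted p = 0.00738, and adjusted p = 0.0681 with an estimated correlation). By limma 3170 probe sets passed, 1845 upward and 1325 downward. Of 36 lists 24 passed, 15 up and 9 down, and 18 held with an estimated correlation. Adjusted over the list alone, 20 of 37 lists kept their count. Across the 4801 probe sets called in either response, which are not independent replicates, Pearson's r between the responses was 0.268 and Spearman's rho 0.250. The slope of the knockout response on that of wild type was 0.047, and 59.6% had the same sign.

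**Figure D4:**
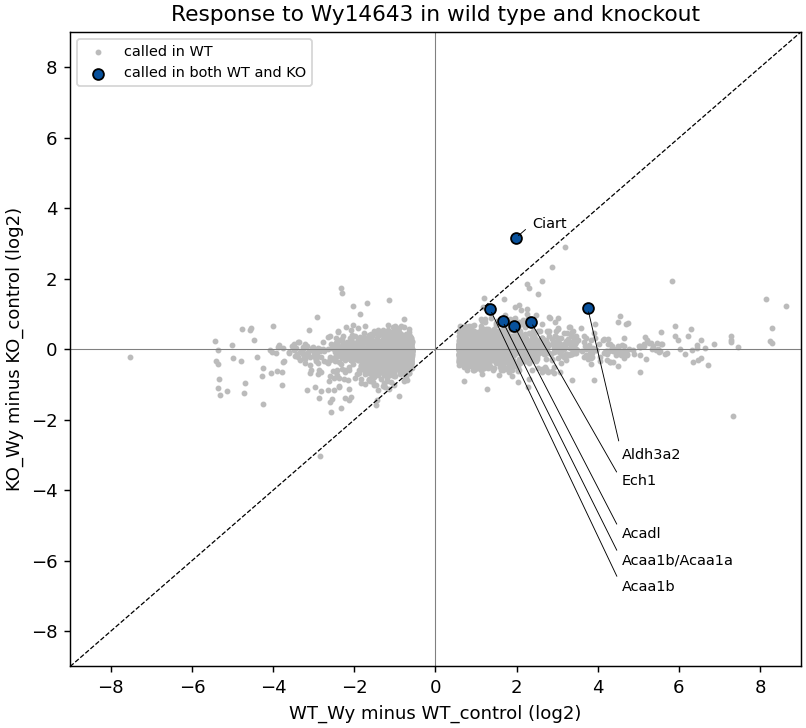
Log2 response to Wy14643 in knockout (vertical) against that in wild type (horizontal), 1 point per probe set called in wild type, grey, with the 6 also called in knockout in blue. The dashed line marks equal responses, and the grey points lie along the horizontal axis, with a slope of 0.047.

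On control food, Cox6b2 was at least 51.2-fold higher in wild type than in knockout, with means of 7.91 and 2.04 (log2, n = 4 per group, the bound against the highest array median). This comparison asks what differs between the genotypes without the agonist. Cyp4a14 (4.99 ± 0.84, log2 ± SE), the droplet protein Plin5 (4.78 ± 0.31), Vnn1 (at least 4.29), the lysophospholipid transporter Mfsd2a (4.30 ± 0.60) and Angptl4, an inhibitor of lipoprotein lipase (3.13 ± 0.40), were higher as well. Lower were the oestrogen sulfotransferase Sult1e1 (-4.15 ± 0.44), the protease inhibitor Serpinb1a (at least 16.8-fold), the chemokine Cxcl14 (-3.23 ± 0.50), Nat8 (-1.98), Meg3 (-1.71) and Nt5e (-1.70). Mitochondrial oxidation genes were higher in 10 of 28, 11 adjusted over the list alone (adjusted p = 5.61e-31), with Slc25a20 at 1.90 and Acadvl at 1.21. Peroxisomal ones were higher in 5 of 22, 6 up and 1 down adjusted over the list alone (adjusted p = 1.75e-10), with Decr2 at 2.35. Microsomal oxidation was higher in 3 of 11 (adjusted p = 3.45e-06) and triglyceride hydrolysis with lipid droplets in 4 of 22 (adjusted p = 6.97e-09). Kupffer cell markers were lower as a list with 0 called (median -0.24, adjusted p = 2.26e-04, and adjusted p = 0.278 with an estimated correlation). By limma 159 probe sets passed, 118 higher and 41 lower in wild type. With each gene represented by its brightest probe set, 73 genes were higher and 26 lower. Of 36 lists 15 passed, 13 up and 2 down, and 8 held with an estimated correlation. Adjusted over the list alone, 27 of 37 lists kept their count. Of the 118 higher, 104 were also higher in wild type on Wy14643 (7.28 by independent lists), and 28 of the 41 lower were also lower (2.01), with no array shared. Cyp4a14 and Cxcl14 lost their calls in 7 and 3 of 8 refits without 1 array. Their differences ranged over 4.63 to 5.90 and -3.71 to -2.75 in these refits.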

Values the study reported

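With limits of 1.5-fold and an FDR of 0.01, the paper gives 2207 probesets lower in PPARα-null than in wild-type liver after 5 days on Wy14643, 1679 after 6 hours of treatment, and 1001 shared by the 2. It gives 4-5 mice per group for these studies, and the text quoted does not say whether each mouse is in the series used here. For its earlier study with pooled RNA it gives 2234 probesets at least 1.5-fold lower in PPARα-null mice fed Wy14643. It also states that quantitative PCR found the expression of the 8 selected genes increased by Wy14643 in a PPARα-dependent manner.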

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

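The counts under other splits of the arrays were planned, and the tests that set technical against biological explanations, in the other observations, were chosen only after the result was seen.

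A value was taken as far from its group where its gap to the nearest of the other 3 arrays, divided by the group's range, exceeded Dixon's 95% critical value, which chance reaches in about 5% of groups. Of 56 array measures 4 did so, 3 of them from replicate 4 of knockout on Wy14643. Its mean r with its own group was 0.988 and with the other groups 0.978, each the lowest of its group, and its second principal component was -47.5. Replicate 3 of the same group stood apart on the first component, at 24.8. No explanation was tested for these 4 values.

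Of 236 values of named genes, 15 lay far from their group, against 11.8 by chance. In wild type on control food, replicate 4 was apart for Cyp4a14 (4.53, log2), Slco1a4 (7.36), Aox3 (12.0) and Txnip (8.40). In wild type on Wy14643, replicate 4 was apart for Txnip (8.19) and G0s2 (9.66), and replicate 3 for Hsd3b5 (6.13). In knockout on control food, replicate 1 was apart for Pdk4 (8.82), Etfdh (9.52) and Lipe (3.12), replicate 2 for Plin5 (3.80), replicate 3 for Sdr9c7 (7.64) and Gpam (9.86), and replicate 4 for Mgll (8.31). In knockout on Wy14643, replicate 3 was apart for Angptl4 (7.39).

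The response to Wy14643 differed between the genotypes in 3170 probe sets and 24 gene lists by the interaction term. Among the named genes, Pdk4 (9.22, log2) and Lamb3 (7.15) differed upward, and Hsd3b5 (-7.30), Cyp2c54 (-5.69), Cyp4f14 (-5.36) and Slco1a4 (-5.33) downward. Fabp3, Cyp4a31 and Slc27a1 also passed upward and Fam47e downward, with plain differences of 8.12, 7.68, 7.38 and -5.15. These differences rest on group means at or below the highest array median, so they are not read as sizes and have no order. Xenobiotic metabolism genes passed camera downward in wild type and upward in knockout, with a median difference of -0.71 for the interaction, although the knockout call gave adjusted p = 0.407 with an estimated correlation.

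Other splits of the same arrays tested whether chance could give as many calls. For the genotypes on Wy14643, 1 of 35 splits, the real one, reached 4991 probe sets, and the highest other gave 1. For the wild-type response it was 1 of 35 (4801, highest other 0) and for the knockout response 1 of 35 (6, highest other 0). For the genotypes on control food it was 1 of 35 (159, highest other 0). As 1 of 35 is the smallest share these splits can give, chance is unlikely but not excluded for these counts. For the interaction, 2 of 100 splits reached 3170, the real one and one of 3178 that kept the wild-type groups apart and mixed the knockout arrays 2 and 2. This makes chance unlikely only for the grouping of the wild-type arrays, and these splits do not test whether the responses differ. Gene lists past camera reached the real number in 1 of 35 splits for the genotypes on Wy14643 (25, highest other 24), 1 of 35 for the wild-type response (27, highest other 25) and 1 of 35 for the knockout response (13, highest other 9). For the interaction it was 2 of 100 (24, highest other 26). For the genotypes on control food 2 of 35 splits gave as many as the real 15, the highest other 17, so chance could give that number. In the interaction, splits that mixed the wild-type arrays 2 and 2 gave 0 to 4 lists, and those that mixed them 3 and 1 gave 14 to 23 with 0 probe sets.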

How the results depend on the processing

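All alternatives here were planned before the data were examined, and none was chosen only after the result was seen. No named gene, list or count reversed its direction while called. Of 594 results for named genes, 5582 of 5776 refits without 1 array stayed on the same side of the threshold, 186 lost the call and 8 gained one, and under the other settings 3378 of 3436 stayed, 47 lost it and 11 gained one. For 180 list results, 1676 of 1728 refits without 1 array and 1096 of 1194 other settings left the side of the threshold as it was. Uncalled values turned sign in 22 and 2 of the gene results and 53 and 15 of the list results. Treat, which tests against the 1.5-fold limit itself and so calls fewer by construction, gave 1856 probe sets for the genotypes on Wy14643, 1654 for the wild-type response, 1 for the knockout response, 49 for the genotypes on control food, 981 for the interaction and 896 in the overlap. With only means above 6, fewer probe sets are tested, and 2515, 2417 and, in the overlap, 954 were called. Means above 4 gave 1480 in the overlap. Over all probe sets with a mean above 4, called or not, r between the responses was 0.201. The knockout response gave 20 probe sets with trend and robust moderation, 1 with only its own arrays and 28 at adjusted p under 0.05, and the cause was not tested. With an estimated correlation 5 lists passed in the knockout response and 8 on control food. Leave-one-out refits gave 4673 to 4930 probe sets for the genotypes on Wy14643, 4392 to 4631 for the wild-type response, 2 to 11 for the knockout response (2 without replicate 1 on Wy14643 or replicate 3 on control food, 11 without replicate 2 on Wy14643), 124 to 147 on control food and 2807 to 3123 for the interaction. The lists ranged over 24 to 26, 24 to 27, 11 to 15, 13 to 17 and 23 to 25 in that order. The overlap ranged over 2066 to 2204, r over 0.235 to 0.296, the Ppara probe sets over 3 to 3 and the study genes over 6 to 7. With replicate number as a replicate block, the counts were 5005, 4790, 6, 147 and 3037. The labels do not pair the mice. Over 24 pairs of same-numbered arrays r was -0.12 to 0.19, with a mean of 0.043 against -0.014 for other numbers, and in 21 of 48 combinations the own number correlated best (12 by chance). Dim signal over background limits those of the large folds that have a lower group near the array median.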

Other observations

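The tests of the 3 patterns weighed here, and the values of acinar genes per array, were chosen only after the result was seen. Some markers of tissues other than liver changed strongly on Wy14643 in wild type. Among adipocyte markers 3 of 7 rose, Fabp4 by 6.55, the droplet protein Cidec by 6.33 and Lipe over 4-fold, and Car3 fell (-0.84). Cidec and Lipe also stand in the list of triglyceride hydrolysis and lipid droplets. The adipocyte list passed camera (adjusted p = 0.0141, and adjusted p = 0.0745 with an estimated correlation), while the fat hormone gene Adipoq was dim in both groups and not called. The pancreatic lipase relative Pnliprp1 rose by at least 2.71 and the elastase Cela1 fell (-2.17), and both calls held in all refits without 1 array. Other acinar genes were high in a single array, replicate 3 of wild type on Wy14643. In it Ctrb1, Clps, Cpb1, Cpa1, Cela2a, Cel and Cela3b lay 4.41 to 6.52 above the highest of the other 15 arrays. The acinar list had 9 of 10 members positive with a median of 1.35, an estimated correlation of 0.904 and adjusted p = 0.143. Without that array 3 of 10 were positive, the median was -0.10, and Cela1 gave -2.63, while 4631 probe sets were called in the wild-type response. The plain difference of Pnliprp1 was 2.57 without it and 3.16 with all arrays, so the bound of 2.71 depends on that array. No explanation was tested for this array. Without replicate 1 of wild type on Wy14643 the acinar list passed camera (adjusted p = 0.0496). Without replicate 2 or 4 the list did not pass (adjusted p = 0.0622 and 0.0528). These refits kept replicate 3. Lyve1, an endothelial hyaluronan receptor, rose by 2.63 while Tek (-0.75), Tie1 (-0.67) and Clec4g (-0.62) fell, which lost their calls in 5, 5 and 1 of 8 refits without 1 array. Alas2, the erythroid enzyme of haem synthesis, fell (-2.32) as the called member of 5 in its list (adjusted p = 0.308). Among 9 neutrophil markers 1 was called, Ngp, but its group means of 1.05 and 1.64 lay below every array median (2.15 to 2.24), so it is not read as a change. Of the cholangiocyte and lymphocyte markers 0 were called by limma (13372 of all probe sets had an unadjusted p under 0.05). The 3 lists did not pass, with adjusted p = 0.308, 0.647 and 0.844.

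Some circadian genes changed on Wy14643. In wild type on Wy14643 the clock activator Arntl fell (by at least 2.38, adjusted p = 0.00516, its call lost in 6 of 8 refits without 1 array), as did Nfil3 (-2.08) and Bhlhe40 (-1.21), and the repressor Ciart rose by 1.98, with 2 up and 3 down of 17 and the list not past camera (adjusted p = 0.665). The plain difference of Arntl ranged over -3.64 to -2.36 in these refits, so the bound of 2.38 depends on single arrays. In knockout Ciart rose by 3.16, whereas Dbp gave 3.84 (adjusted p = 0.0922), Arntl was at least 2.86 lower (adjusted p = 0.111) and Tef gave 1.56 (adjusted p = 0.0496), which were not called. The first pattern weighed is this shift, measured per array as the mean of 9 clock output genes minus that of 5 genes in phase with Arntl. It was 1.54 in wild type (exact p = 0.114) and 2.99 in knockout (exact p = 0.0286, the smallest that 4 against 4 can give). The difference of the shifts was -1.45 (exact p = 0.344). That permutation regrouped the arrays within each genotype and so assumes no shift in either. It cannot decide whether the shifts differ. A response that needs PPARα is argued against by the knockout shift of 2.99. A later or earlier time of day at death in the Wy14643 groups may account for it, but the labels give no times, so with a shift of 2.99 in knockout and an unclear one in wild type, time of day and food cannot be told apart.

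The second pattern is the rise of fatty acid oxidation genes in knockout on Wy14643. RNA of wild-type liver in these samples would raise every strongly induced transcript by its share. Over 61 probe sets raised more than 4-fold in wild type to a mean above 10 (log2), the median share was 0.874% (95% interval 0.179 to 1.70), below the 2.89% to 17.2% that the called oxidation probe sets would need, which argues against such a mixture. Replicate 4, apart from its group, does not carry the rise either, since the median over 5 probe sets was 0.80 with all arrays and 0.82 without it, with 4 still called. A response to Wy14643 without PPARα may account for these rises and was not tested further. The same knockout groups also differed by the clock shift of 2.99. A different time of day at death is therefore open for these rises too and was not tested.

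The third pattern is the fall of Kupffer cell markers in wild type on Wy14643. Over arrays, 9 Kupffer markers with a mean above 6 shifted by -0.80, 8 endothelial ones by -0.34 and 6 stellate cell ones by -0.56. The Kupffer shift was lower than the endothelial one, with a difference of -0.46 (exact p = 0.0286, the smallest possible), which argues against a lower share of all other cells as the only cause, although against stellate cells it was -0.24 (exact p = 0.114). The Kupffer markers had a median of -0.83, beside -0.0300 over 3275 probe sets of like level, whose lower quartile was -0.37. The markers thus fell relative to probe sets of like level. Because the normalization evens out the arrays, a median near 0 cannot decide whether it contributed to the fall. Fewer Kupffer cells or lower expression in them may account for the fall, and these were not told apart by any test.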
